# Developmental transcriptome profiling of bovine muscle tissue reveals an abundant GosB that regulates myoblast proliferation and apoptosis

**DOI:** 10.18632/oncotarget.16644

**Published:** 2017-03-29

**Authors:** Hui Li, Xuefeng Wei, Jiameng Yang, Dong Dong, Yongzhen Huang, Xianyong Lan, Martin Plath, Chuzhao Lei, Xinglei Qi, Yueyu Bai, Hong Chen

**Keywords:** bovine, muscle, RNA-seq, GosB, apoptosis

## Abstract

The formation of bovine skeletal muscle involves complex developmental and physiological processes that play a vital role in determining the quality of beef; however, the regulatory mechanisms underlying differences in meat quality are largely unknown. We conducted transcriptome analysis of bovine muscle tissues to compare gene expression profiles between embryonic and adult stages. Total RNAs from skeletal muscle of Qinchuan cattle at fetal and adult stages were used to construct libraries for Illumina next-generation sequencing using the Ribo-Zero RNA sequencing (RNA-Seq) method. We found a total of 19,695 genes to be expressed in fetal and adult stages, whereby 3,299 were expressed only in fetal, and 433 only in adult tissues. We characterized the role of a candidate gene (GosB), which was highly (but differentially) expressed in embryonic and adult skeletal muscle tissue. GosB increased the number of myoblasts in the S-phase of the cell cycle, and decreased the proportion of cells in the G0/G1 phase. GosB promoted the proliferation of myoblasts and protected them from apoptosis via regulating Bcl-2 expression and controlling the intracellular calcium concentration. Modulation of GosB expression in muscle tissue may emerge as a potential target in breeding strategies attempting to alter myoblast numbers in cattle.

## INTRODUCTION

The development and growth of skeletal muscle-the primary target of agricultural meat production-is a complex process, and the regulatory mechanisms underlying differences in meat quality are still poorly understood [1, 2]. During prenatal and very early postnatal development, muscle growth in vertebrates depends on an increasing number of muscle fibers (hyperplasia) [3, 4]. Once that growth phase has been completed, numbers of fibers remain constant, but the fiber volume continues to increase (hypertrophy) [3, 4]. As a matter of course, these processes influence the meat quality of livestock [1, 5]. Domestication of wild bovids and subsequent selection for desirable phenotypic traits, crossing, and inbreeding, have led to dramatic phenotypic differences between breeds, with some cattle breeds being optimized for meat or milk production, while others were selected for labor purposes. Our current study was motivated by current problems of the Chinese beef cattle industry that faces problems as numerous traditional Chinese cattle breeds were originally used for labor purposes rather than mean production [2]. Here, we take a first step to explore developmental genetic mechanisms underlying the remarkably high meat quality of Qinchuan cattle. This breed ranks among the top five Chinese yellow cattle breeds in terms of meat quality with a high muscle fat content [2, 6]. It also shows a high tolerance to roughage feeding and general stress resistance [2, 6]. High-throughput RNA sequencing (RNA-Seq) provides a powerful tool to identify genomic variation that is associated with divergent phenotypic traits and thus, allows insights into the molecular mechanisms underlying the domestication process [2, 7]. In this study, we used the Ribo-Zero RNA-Seq method—a novel technology that can capture both coding RNA and noncoding RNA from intact or fragmented RNA samples [8, 9]—to compare whole transcriptomes of bovine embryonic and adult skeletal muscle tissue in unprecedented depth. Our study may serve as a starting point for future research programs comparing different breeds or breeding stocks.

In the second part of our study, we focused on GosB, which was found to be highly (but differentially) expressed in embryonic and adult skeletal muscle tissue (see Results), as a candidate gene and explored its role in cattle muscle development. The activator protein 1 (AP-1) family of transcription factors comprises various combinations of Fos (Fos, GosB, Fra-1, and Fra-2) and Jun proteins (c-Jun, JunB, and JunD) which upon dimer formation regulate myoblast differentiation and influence adipocyte commitment [10, 11]. The AP-1 transcription complex was shown to be involved in muscle differentiation: myocyte enhancer factor 2 (MEF2) is expressed during muscle differentiation and activates the transcription of the c-Jun promoter, which dimerizes with Fra-2. The resulting heterodimer activates the transcription of structural ‘muscle genes’ and myogenic regulatory factors, such as MyoD [12]. Although GosB, as another protein contained in members of the AP-1 family, was found to be highly expressed in bovine skeletal muscle, whether and how GosB plays a role during bovine muscle development is currently not well understood. In *GosB* transgenic mice, GosB stimulates fibroblast proliferation and cell cycle progression by directly or indirectly inducing cyclin D1 transcription [13]. The *GosB* products, especially ΔGosB, appear to regulate cell proliferation, cell differentiation and cell death in rat embryo cell [14–16]. For instance, ΔGosB overexpression activates the proliferation of quiescent Rat-a cells to exit the G1-phase and initiate DNA replication, and induces delayed apoptosis in Rat-a cells dependent on regulating the release of mitochondrial cytochrome c followed by the activation of Caspase-9 and -3 [16]. These observations suggest that GosB has anti-apoptotic and proliferation-enhancing effects, thus regulating cell survival. However, the roles of GosB in regulating bovine myoblast proliferation and apoptosis are poorly understood.

In this study, an extensive and reliable transcriptomic dataset was obtained from embryonic and adult skeletal muscle samples of Qinchuan cattle using the Ribo-Zero RNA-Seq approach. The high-quality sequence data allowed us to identify candidate genes related to muscle development in cattle. We also performed Gene Ontology (GO) analysis and compared differentially regulated genes to genes annotated in the Kyoto Encyclopedia of Genes and Genomes (KEGG) to explore interactions and reaction networks of those genes. We then focused on GosB as a candidate gene to explore its role in myoblast proliferation and apoptosis. We found that GosB promoted myoblasts proliferation and protected the cells from apoptosis by regulating the intracellular calcium concentration. Our study will provide new insights into the genetic mechanisms underlying the exceptional meat quality of Qinchuan cattle, and also provides a foundation to further improve the meat quality of Qinchuan cattle and other Chinese cattle breeds.

## RESULTS

### Gene expression profiles of bovine muscle tissue at different developmental stages

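Longissimus muscle RNA was sequenced from 3 Qinchuan embryos (90 days after fertilization) and from 3 adult Qinchuan cattle (24 months after birth). Ribosomal RNA was depleted with the Ribo-Zero kit, second-strand cDNA was removed, and paired ends were read on an Illumina HiSeq instrument. The read length is 150 bp in the paper's methods and 125 bp in the sample labels, and the labels name polyA RNA as the molecule. The authors aligned the trimmed reads to the bosTau7 genome with TopHat2 2.0.14, assembled transcripts with Cufflinks and expressed abundance as FPKM, uniquely mapped fragments scaled to exon length and to the number of mapped fragments. In the paper's Table 1, uniquely mapped reads range from 45233401 to 57170376 in the embryonic libraries and from 52330653 to 86082724 in the adult libraries. The authors' deposited table used here gives 1 FPKM value per stage for each transcript that they called different between the stages. It holds no replicates, so no spread between animals could be computed, and each log2 fold change computed here is log2 of the adult over the embryonic FPKM. For each GO term, the authors' deposited tables give the number of called genes and of background genes.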

In total, we obtained 73,229,494 to 89,035,574 and 64,312,418 to 105,185,382 clean reads from the libraries from embryonic tissues (n = 3) and tissues from adult cattle (n = 3), respectively. Filtering and removal of sequence reads with adapters and low quality reads resulted in 50-62 and 54-89 million mapped clean reads, respectively (Table 1). The proportion of mapped sequence reads aligned to exonic regions was markedly lower in embryonic samples (54.5%) than in adult samples (92.2%). Conversely, the percentage of mapped reads aligned to intron regions was dramatically higher at the embryonic stage (29.2%) compared to the adult stage (3.3%; Figure 1a).

**Table 1:** Summary of reads mapping to the bovine reference genome

Samples	Embryo1	Embryo2	Embryo3	Adult1	Adult2	Adult3
**Raw reads**	111,340,382	106,866,166	134,501,982	139,160,360	101,780,186	101,084,070
**Clean reads**	80,480,570	73,229,494	89,035,574	105,185,382	64,312,418	68,886,634
**Mapped reads**	54,979,060	49,922,182	62,333,225	88,546,667	53,810,383	58,188,271
**Mapping ratio**	68.31%	68.17%	70.01%	84.18%	83.67%	84.47%
**Uniquely mapped reads**	50,334,911	45,233,401	57,170,376	86,082,724	52,330,653	56,687,937
**Uniquely mapping ratio**	62.54%	61.77%	64.21%	81.84%	81.37%	82.29%

**Figure 1:**
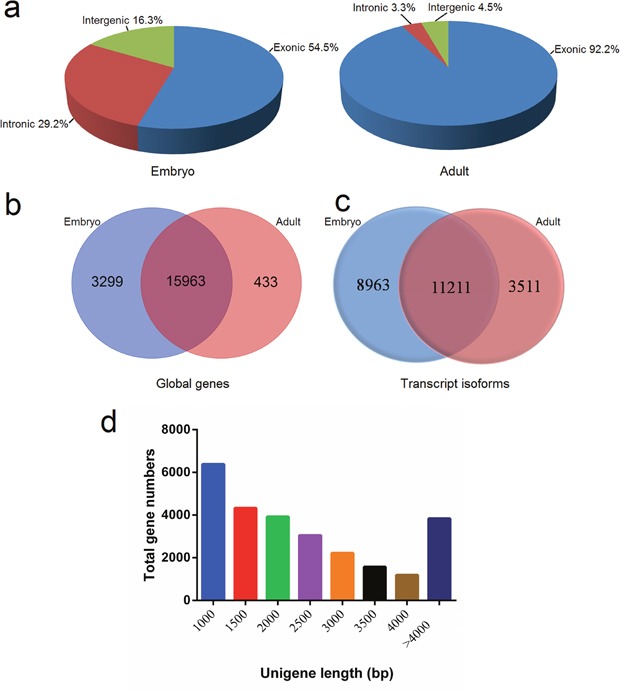
Features of unigenes in bovine muscle tissue **(a)** Genomic origin of bovine muscle unigenes at embryonic and adult stages; Venn diagram of globally transcribed genes **(b)** and transcript isoforms **(c)** expressed at two developmental stages; **(d)** Size distribution of the unigenes.

We found a total of 19,695 genes to be expressed in both the embryo and adult stages, while 3,299 and 433 genes were present only in embryonic and adult stages, respectively (Figure 1b). While the term “gene” conventionally refers to cases of one or a few transcript isoforms that share mature spliced exons, the term “transcript” means any genomic locus transcribed into RNA molecules. Isoforms from the same gene encoding different proteins can have specific functions in the spatio-temporal regulation of developmental processes [8]. In this study, 23,685 transcript isoforms were detected, and 20,174, and 14,722 transcripts were present in the embryonic and adult samples, respectively. Moreover, 8,963, and 3,511 transcripts were specific to the embryonic and adult stages, respectively (Figure 1c). The length of unigenes in this study was assessed through by the following standard metrics: minimum length, maximum length, mean length, median length, *N*_50_-value, and total length (Table 2). The average length of unigenes was 2,373 bp, while the median length was 1,808 bp. The size distribution is shown in Figure 1d; we found that the size of most genes was no more than 3,000 bp.

**Table 2:** Assembly results of unigenes

Item	Unigene	Min length	Mean length	Median length	N50	Max length	Total length
**Numeber**	19,695	201	2,373	1,808	3,166	103,350	62,870,079

Alternative splicing (AS) generates complex proteomes and thus, plays a vital role in the mammalian development and growth [8]. We analyzed alternative splicing dynamics using ASprofile and detected 57,184 to 58,393 and 55,632 to 57,859 splicing events in the libraries from embryonic and adult developmental stages, respectively (Table 3). To further elucidate the mechanisms of alternative splicing, all splicing events were divided into 12 different types, including exon skipping (SKIP) and cassette exons (MSKIP), retention of single (IR) and multiple (MIR) introns, alternative exon ends (AE), alternative transcription start sites (TSS), alternative transcription termination site (TTS), and so forth. Notably, TSS and TTS were the dominant mechanisms of alternative splicing (> 70% of cases) in both embryonic and adult samples.

**Table 3:** Types and numbers of different alternative splicing events

AS category	Embryo 1	Embryo 2	Embryo 3	Adult 1	Adult 2	Adult 3
**AE**	2,443(4.18%)	1,996(3.49%)	2,267(3.89%)	2,772(4.78%)	2,597(4.65%)	2,551(4.59%)
**IR**	1,798(3.09%)	1,968(3.44%)	1,720(2.95%)	918(1.59%)	774(1.39%)	678(1.22%)
**MIR**	258(0.44%)	322(0.56%)	301(0.52%)	81(0.14%)	64(0.11%)	76(0.14%)
**MSKIP**	1,037(1.78%)	872(1.52%)	949(1.63%)	1,256(2.17%)	1,185(2.12%)	1,200(2.16%)
**SKIP**	5,040(8.63%)	4,200(7.34%)	5,068(8.69%)	6,680(11.55%)	6,454(11.56%)	6,506(11.69%)
**TSS**	23,592(40.4%)	23,413(40.94%)	23,760(40.73%)	22,616(39.09%)	21,879(39.18%)	21,799(39.18%)
**TTS**	21,266(36.42%)	21,557(37.70%)	21,349(36.60%)	20,609(35.62%)	20,179(36.13%)	20,130(36.18%)
**XAE**	510(0.87%)	504(0.88%)	516(0.88%)	511(0.88%)	491(0.88%)	462(0.83%)
**XIR**	452(0.77%)	515(0.91%)	445(0.76%)	328(0.57%)	288(0.52%)	277(0.50%)
**XMIR**	110(0.19%)	106(0.19%)	118(0.20%)	74(0.13%)	59(0.11%)	64(0.12%)
**XMSKIP**	703(1.2%)	655(1.15%)	682(1.17%)	711(1.23%)	658(1.18%)	669(1.20%)
**XSKIP**	1,184(2.03%)	1,076(1.88%)	1,159(1.98%)	1,303(2.25%)	1,219(2.17%)	1,220(2.19%)
**Total**	58,393(100%)	57,184(100%)	58,334(100%)	57,859(100%)	55,847(100%)	55,632(100%)

### Identification of differentially expressed genes

A clustered heatmap of differentially expressed genes along with a Pearson correlation is shown in Figure 2a. To further explore the potential functions of differentially expressed genes, we compared transcript abundances of both developmental stages using a scatter plot (Figure 2b). Pairwise comparison of gene abundances during muscle development exhibited that several genes showed variation in expression patterns, and many genes were more expressed at the embryonic stage.

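Several genes commonly taken as stable references were higher in adult muscle. B2M, the light chain of MHC class I, had an authors' FPKM of 6.91 in the embryo and 603 in the adult. Of the 30 symbols of a housekeeping list, 18 are listed in the authors' deposited table, and all 18 were higher in adult muscle, with a median log2 fold change of 3.69, a shift that centring on this list removes by construction. All 74 transcripts of cytosolic ribosomal proteins were higher, with a median of 2.38 that turns negative when fold changes are centred on the housekeeping list or when each stage is scaled to the same FPKM total. Over the authors' deposited table, 4776 transcripts were higher in adult muscle and 512 were lower, so that 90.3% were higher (95% Clopper-Pearson interval 89.5% to 91.1%, counting error only). The median log2 fold change of the transcripts above 0 in both stages was 2.71. The middle part of the higher transcripts, from the lower to the upper quartile, spanned 2.06 to 3.85, and that of the lower transcripts -3.05 to -1.54. Lowering every log2 fold change by 0.76, from the exonic read shares that the paper gives for the stages, left 88.7% higher among the transcripts still at least 2-fold apart. This shift is below the 2-fold minimum of the called transcripts. Here and in later paragraphs, it can therefore change the direction of no called transcript. Centring on the ribosomal proteins left 66.4% higher. Scaling to the same FPKM total lowered every value by 3.25 and left 30.5% higher, and centring on the 18 listed housekeeping transcripts left 18.8% higher. With the 12 housekeeping symbols that are not listed set to 0, a choice made after the values were seen, the list median is 2.61, and centring on it left 56.25% higher. Transcripts that the authors did not call are not in the table and enter none of these shares. Apart from the housekeeping symbols set to 0, they also enter none of the shifts taken from the table. The housekeeping, ribosomal and FPKM-total shifts therefore rest on transcripts that were mostly called higher.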

**Figure 2:**
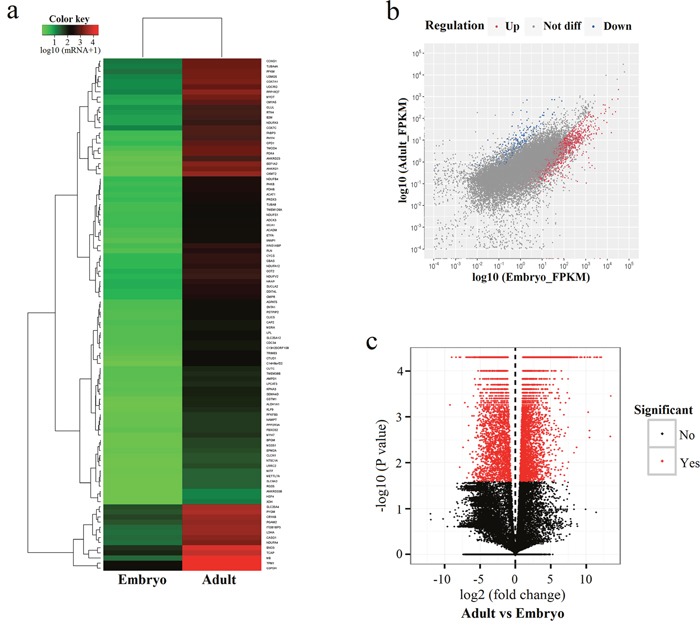
Differentially expressed genes in bovine muscle tissues **(a)** Heat map of 100 most differentially expressed genes comparing embryonic and adult stages; **(b)** Scatter plot showing the correlation of gene expression levels between embryonic and adult stages; **(c)** Volcano plots were constructed using fold-change values and *p*-values. Vertical lines correspond to 2-fold up- and down-regulation when comparing the two developmental stages.

We found 5,288 unigenes to be significantly differently expressed (*P* < 0.05) at the embryonic and adult stages; all differentially expressed genes are provided in Supplementary Table 2. 

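CKMT2, the mitochondrial creatine kinase of striated muscle, and MYL4, the embryonic and atrial myosin light chain, have p = 5e-05 in the authors' deposited table, the lowest p-value it holds. This p-value is shared there by 2961 transcripts, 2774 higher in adult muscle and 187 lower, so that the authors' deposited table does not rank them by p. PEG10, an imprinted gene derived from a retrotransposon, has p = 0.0316 and q = 0.0908 in the authors' deposited table. POSTN, the matrix protein periostin, has q = 0.0980 and UCP3, a mitochondrial uncoupling protein, has q = 0.0610 in the authors' deposited table. In total, 4597 transcripts have a q-value under 0.05 there. The other 691, of which 587 are higher in adult muscle and 104 lower, reach a q-value of 0.125 in the authors' deposited table. By the ratio of their FPKM values, all 5288 transcripts are at least 2-fold apart or listed at 0 in 1 stage.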

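Among the called transcripts, those in lists of the mature sarcomere and of energy supply were mostly higher in adult muscle. Those in lists of embryonic contractile proteins, matrix and the cell cycle were mostly higher in the embryo. MYOT, the Z-disc protein myotilin, had an authors' FPKM of 6.79 in the embryo and 1513 in the adult. LDHA, a lactate dehydrogenase subunit, had 19.1 and 3143, and LPL, which releases fatty acids from lipoproteins, had 1.27 and 122. In the other direction, NES, the intermediate filament nestin, had 139 in the embryo and 10.4 in the adult, CCND2, a D-type cyclin, had 13.8 and 0.939, and COL5A2, a fibrillar collagen, had 81.9 and 1.98. Many symbols of the lists have no row under that name in the authors' deposited table. A row was found for 16 of 31 symbols of adult sarcomere proteins and for 7 of 13 of developmental and cardiac sarcomere proteins. It was found for 14 of 30 of collagens and matrix and for 15 of 39 of the cell cycle. A missing row does not always mean that a gene was not called. TNNT1 has none here, yet the paper counts it among its differently expressed genes, and a gene can be listed under another name. Among the rows, all 17 listed transcripts of adult sarcomere proteins were higher in adult muscle (median log2 fold change 5.48), as were all 16 of fatty acid uptake and oxidation (5.78), all 18 of the citrate cycle (5.28) and all 11 of calcium handling (4.26). Of the 19 listed for glycolysis and glycogen, 18 were higher (median 5.51), and of the 5 creatine and oxygen buffers, 4 were higher (median 5.47), with the brain-type creatine kinase CKB as the exception (-3.73). In the embryo, 5 of 7 transcripts of developmental and cardiac sarcomere proteins (median -4.30), 8 of 9 of imprinted and fetal growth genes (-3.48), 16 of 17 of collagens and fibroblast matrix (-3.43) and 12 of 15 of the cell cycle (-1.76) were higher. The KEGG labels of cell division go the other way. For the cell cycle pathway, 36 transcripts were higher in adult muscle and 13 lower (median 2.12). For DNA replication, 14 were higher and 2 lower (2.41). Both of these pathway medians turn negative when centred on the housekeeping list. The medians of the 6 lists higher in adult muscle stay positive under the 4 scalings. With a pseudocount of 1 the median of the matrix list is -2.26 and that of the cell cycle -0.66. Against 10000 random lists matched on mean log2 FPKM, the medians of the sarcomere, glycolysis, fatty acid and citrate lists lie at percentile 99.98 or above, the creatine list at 98.0 and the calcium list at 91.6. The 4 lists higher in the embryo lie at percentile 0.02 or below. Some members of these lists, such as CKMT2, PDK4, MYL4 and SFRP2, are top genes of the paper's tables, which were known when the lists were written. The percentiles are therefore descriptions and not independent support. In addition, 10 transcripts are listed at 0 in the embryo, among them a TNNT3 transcript of fast troponin T (adult FPKM 4667) and TOMM7, a subunit of the mitochondrial import pore (96.3). Another 30 are listed at 0 in the adult, among them a fibronectin transcript (embryonic FPKM 4.35) and HMGA2, a chromatin protein of embryonic cells (0.870).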

4,766 unigenes were up-regulated in samples from adult tissues compared to embryonic samples, while 482 unigenes were down-regulated with at least 2 fold-change in expression levels (Figure 2c). The top 10 unigenes that were up-regulated at the adult stage compared to the embryonic stage are exhibited in Table 4 (FPKM > 2). XLOC_276182 (CKMT2) was the most up-regulated unigene (5,299.06-fold increase in expression at the adult stage compared to the embryonic stage), followed by XLOC_194704 (ANKRD1, 2,846.84-fold increase) and XLOC_054863 (EEF1A2, 2,813.28-fold increase). 

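FBP2, the muscle fructose-bisphosphatase, had the largest log2 fold change among the transcripts with an FPKM above 2 in adult muscle, at 13.27, with an authors' FPKM of 0.108 in the embryo and 1061 in the adult. CKMT2 followed with 12.37 (FPKM 0.500 and 2651) and UCP3 with 11.68 (FPKM 0.127 and 418). ANKRD1, an ankyrin repeat protein bound to titin, had 11.48, and EEF1A2, the muscle and neuronal form of elongation factor 1 alpha, had 11.46. PDK4, a kinase that inhibits pyruvate dehydrogenase, had 10.58, and SCN4B, a sodium channel beta subunit, had 10.38. The next were ANKRD23, a relative of ANKRD1, with 10.26, TMOD4, which caps thin filaments, with 9.80, and C14H8orf22 with 9.75. Each of these genes remains higher in adult muscle under the 4 scalings. Each of them apart from TMOD4 has an embryonic FPKM below 1, so that the size of the ratio rests on a low value. SCN4B has p = 0.0413 and q = 0.108 in the authors' deposited table.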

The top 10 down-regulated differentially expressed genes are shown in Table 5 (FPKM > 2). 

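PEG10 had the largest fall from embryo to adult among the transcripts with an embryonic FPKM above 2, with a log2 fold change of -8.70 and an authors' FPKM of 186 in the embryo and 0.448 in the adult. MYHC-EMBRYONIC, the embryonic myosin heavy chain, followed with -8.48 (FPKM 703 and 1.97), and COL2A1, the type II collagen of cartilage, with -8.32 (FPKM 9.98 and 0.0313). MYL4 had -7.80, ARHGAP36 had -6.74, and DLK, an imprinted Delta-like protein, had -6.66. POSTN had -5.88, HIF3A, a hypoxia-inducible factor subunit, -5.78, TNNT2, the cardiac and embryonic troponin T, -5.65, and the locus of the microRNA precursor bta-mir-433 -5.58. PEG10, COL2A1, ARHGAP36, POSTN, HIF3A and bta-mir-433 have an adult FPKM below 1, so that the size of these ratios rests on a low value. Some markers of cartilage and of Schwann cells were also lower. Of 15 cartilage and bone symbols, 5 are listed, and all 5 were lower in adult muscle, with a median of -3.89, among them the chondrocyte transcription factor SOX9 (-3.36) and the cartilage collagen COL11A1 (-5.26). Of 13 Schwann cell and neural crest symbols, 4 are listed, and all 4 were lower, with a median of -4.12, among them the neuregulin receptor ERBB3 (-4.93), the neurotrophin receptor NGFR (-4.83) and SOX10 (-3.42). With a pseudocount of 1 the median of the cartilage and bone markers is -2.20 and that of the Schwann cell and neural crest markers -1.97. Without it, both medians lie at percentile 0 among matched random lists. COL2A1 has p = 0.00115 and MYHC-EMBRYONIC p = 0.00295 in the authors' deposited table.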

The most strongly down-regulated unigene was XLOC_119825 (MYL4, 223.38-fold decreas at the adult stage compared to the embryonic stage), followed by XLOC_309473 (ARHGAP36, 106.72-fold decrease). 

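7SK, the nuclear RNA that keeps the elongation factor P-TEFb inactive, had an authors' FPKM of 13663 in the embryo and 62084 in the adult, and its direction flips under every scaling apart from that by exonic read shares. It took 19.3% of the FPKM total of the called transcripts in the embryo and 9.21% in the adult. TNNC2, the fast troponin C, had an adult FPKM of 32411 (embryo 2099), MYLPF, the fast regulatory myosin light chain, had 30372 (embryo 784), and TPM1, an alpha-tropomyosin, had 23601 (embryo 199.5). The signal recognition particle RNA, listed as Metazoa_SRP, had 28181 in the adult and 6347 in the embryo and flips under the same scalings as 7SK. For both RNAs these values are of the most abundant of several listed transcripts. Some of the others flip under fewer scalings, among them a 7SK and a Metazoa_SRP transcript, each with a log2 fold change of 3.35. A further 7SK transcript is listed at 0 in the adult. Among the transcripts lower in adult muscle, IGF2, a fetal growth factor, had an embryonic FPKM of 734 (adult 27.9), ACTC1, the cardiac actin that embryonic skeletal muscle also uses, had 724 (adult 36.7) and COL1A2, a chain of type I collagen, had 630.2 (adult 78.7). The histone HIST1H3A had 273 (adult 18.1). Of 13 transcripts of replication-dependent histones, 11 were lower in adult muscle, with a median log2 fold change of -1.83 that lies at percentile 0 among matched random lists. Over all called transcripts, the FPKM values add up to 674416 in the adult and 70749.5 in the embryo.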

The up-regulated differentially expressed gene with the highest overall level of expression (FPKM = 62083.6) was XLOC_170404 (7SK) with a 4.54-fold increase in expression levels in adult samples, and the down-regulated differentially expressed gene with the highest overall expression level (FPKM = 733.7) was IGF2 with a 26.33-fold decrease in expression levels (Table 6).

**Table 4:** The top 10 up-regulated unigenes at the adult stage compared to the embryonic stage

ID	Annotatedgene	Adult (FPKM)	Embryo (FPKM)	log2(Adult/Embryo)	P-value
**XLOC_276182**	CKMT2	2651.44	0.5	12.37	5.00E-05
**XLOC_194704**	ANKRD1	1571.17	0.55	11.48	5.00E-05
**XLOC_054863**	EEF1A2	1951.63	0.69	11.46	5.00E-05
**XLOC_239696**	PDK4	1414.15	0.93	10.58	5.00E-05
**XLOC_035593**	ANKRD23	689.5	0.564	10.26	5.00E-05
**XLOC_219156**	TMOD4	1370.27	1.54	9.8	5.00E-05
**XLOC_065922**	C14H8orf22	157.43	0.18	9.75	5.00E-05
**XLOC_255920**	MB	15279.7	22.31	9.42	5.00E-05
**XLOC_253590**	GPD1	1065.89	2.87	8.54	5.00E-05
**XLOC_293784**	ALDH1A1	86.81	0.24	8.53	5.00E-05

**Table 5:** The top 10 down-regulated unigenes at the adult stage compared to the embryonic stage

ID	Annotatedgene	Adult (FPKM)	Embryo (FPKM)	log2(Adult/Embryo)	P-value
**XLOC_119825**	MYL4	1.05	233.53	-7.8	5.00E-05
**XLOC_309473**	ARHGAP36	0.41	43.52	-6.74	5.00E-05
**XLOC_155395**	DLK	1.93	195.27	-6.66	5.00E-05
**XLOC_088458**	TNNT2	1.16	58.21	-5.66	5.00E-05
**XLOC_213774**	IGF2	27.87	733.7	-4.72	5.00E-05
**XLOC_255105**	ERBB3	0.4	12.26	-4.93	5.00E-05
**XLOC_251201**	CSDC2	0.35	10.59	-4.93	5.00E-05
**XLOC_177794**	EMILIN2	1.36	28.99	-4.41	5.00E-05
**XLOC_096537**	SFRP2	1.06	21.77	-4.37	5.00E-05
**XLOC_024754**	ACTC1	36.67	724.14	-4.3	5.00E-05

**Table 6:** Differentially and highly expressed genes when comparing embryonic and adult libraries

ID	Annotatedgene	Adult (FPKM)	Embryo (FPKM)	log2(Adult/Embryo)	P-value
**XLOC_170404**	7SK	62083.6	13662.7	2.18396	5.00E-05
**XLOC_063137**	TNNC2	32411.3	2099.25	3.94855	5.00E-05
**XLOC_185879**	MYLPF	30372.1	783.96	5.27582	5.00E-05
**XLOC_025282**	Metazoa_SRP	28180.9	6347.16	2.15053	5.00E-05
**XLOC_025489**	TPM1	23600.8	199.54	6.89	5.00E-05
**XLOC_257641**	G3PDH	17280.7	156.07	6.79	5.00E-05
**XLOC_217773**	TNNI2	16670	746.27	4.48	5.00E-05
**XLOC_255920**	MB	15279.7	22.31	9.42	5.00E-05
**XLOC_213774**	IGF2	27.87	733.70	-4.72	5.00E-05
**XLOC_024754**	ACTC1	36.67	724.14	-4.30	5.00E-05
**XLOC_123373**	MYHC-EMBRYONIC	1.97	703.29	-8.48	2.95E-03
**XLOC_233524**	COL1A2	78.7	630.20	-3	5.00E-05
**XLOC_174413**	HIST1H3A	18.07	273.35	-3.92	5.00E-05
**XLOC_119825**	MYL4	1.05	233.53	-7.8	5.00E-05
**XLOC_155395**	DLK	1.93	195.27	-6.66	5.00E-05
**XLOC_213707**	CDKN1C	35.09	186.9	-2.41	5.00E-05

### Delineation of GO and KEGG pathway analysis

We performed GO enrichment analysis to further investigate the potential functions of differentially expressed genes in regulating muscle development. In this study, GO enrichment of significantly differentially expressed genes was categorized into 597 functional groups (*P* < 0.05). 

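RNA-binding proteins and ribosomal proteins were over-represented among the called genes. Of 523 background genes annotated to RNA binding, 219 were called (exact p = 7.53e-24), and of 260 annotated to structural constituents of the ribosome, 128 were called (exact p = 1.45e-21, 2.19 times the number that chance would give). Protein binding, with 2651 of 10838 genes, stood at 1.09 times that number (exact p = 4.09e-13). Each p-value is from a one-sided hypergeometric test, which equals Fisher's exact test, computed on the log scale from the authors' deposited gene numbers, 4861 called genes among 21673. These numbers may count transcripts and not distinct genes. A GO annotation is given for 4859 called transcripts, and the 128 transcripts of ribosomal structure come from 124 distinct genes. All 128 annotated transcripts of ribosomal structure were higher in adult muscle, led by the mitochondrial ribosomal proteins MRPL35 (log2 fold change 7.68) and MRPS18C (6.89). Of the transcripts annotated to RNA binding, 209 were higher and 5 lower, led by LRPPRC, which stabilizes mitochondrial mRNA (7.19), and PNPT1, a mitochondrial RNA-processing enzyme (6.66). The medians of the ribosomal (2.83), RNA-binding (2.65) and protein-binding transcripts (2.59) turn negative when centred on the housekeeping list or scaled to the same FPKM total. The deposited tables list terms with p under 0.05 and not the terms above it, so no adjustment over all terms was made.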

157 terms were significantly enriched in ‘molecular function’ (Supplementary Table 3), and the most significantly enriched GO term was ‘structural constituent of ribosome’ (GO: 0003735) with 128 annotated genes, followed by ‘RNA binding’ (GO: 0003723) and ‘protein binding’ (GO: 0005515). In the GO category ‘cellular component’, 153 terms were significantly enriched (Supplementary Table 4). The most significantly enriched GO term was ‘cytoplasm’ (GO: 0005737) with 1,424 annotated genes, followed by ‘mitochondrial inner membrane’ (GO: 0005743), ‘ribonucleoprotein complex’ (GO: 0030529), and ‘translation’ (GO:0006412). 

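Mitochondrial genes stood out among the cell compartments. Of 1603 background genes annotated to the mitochondrion, 765 were called (exact p = 6.10e-120), and 723 of the annotated transcripts were higher in adult muscle and 12 lower, with a median log2 fold change of 3.59 that turns negative when centred on the housekeeping list. Of 305 genes of the mitochondrial inner membrane, 183 were called (exact p = 7.60e-46, 2.68 times the number that chance would give), with 176 transcripts higher, 2 lower and a median of 4.26 that stays positive under the 4 scalings. The largest changes there included those of the cytochrome c oxidase subunits COX7B (7.53) and COX7A1 (7.43) and of the phosphate carrier SLC25A3 (6.95). The cytoplasm, with 1424 of 4588 genes, had an exact p of 3.80e-53 and stood at 1.38 times that number, with 1216 transcripts higher and 95 lower. Of 315 genes of ribonucleoprotein complexes, 175 were called (exact p = 1.15e-37), with 170 transcripts higher and 4 lower and a median of 2.91. This median and that of the cytoplasm (2.84) turn negative when centred on the housekeeping list or scaled to the same FPKM total. The p-values are from the same one-sided test, and annotations overlap between the terms, so that the terms are not independent of each other. The test takes no account of the expression level of the genes, on which a call can depend.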

287 GO terms were significantly enriched in ‘biological processes’ and were related to various processes (Supplementary Table 5) such as ‘oxidation-reduction process’ (GO: 0055114), ‘mRNA processing’ (GO: 0006397), and ‘rRNA processing’ (GO: 0006364). 

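Genes of protein synthesis, redox metabolism and RNA processing were over-represented among the called genes, and their called transcripts were mostly higher in adult muscle. Translation had 174 of 339 genes called (exact p = 1.12e-31), with 173 transcripts higher and 0 lower. The oxidation-reduction process had 260 of 766 genes called (exact p = 7.80e-14), with 233 transcripts higher and 15 lower, and its largest changes included those of ALDH1A1, a retinal dehydrogenase (log2 fold change 8.53), and PHYH, which starts the alpha-oxidation of phytanic acid (8.36). Of 172 genes of mRNA processing, 80 were called (exact p = 2.34e-12), and all 77 annotated transcripts were higher, led by the small nuclear ribonucleoprotein SNRPG (4.95) and the splicing factor ZCRB1 (4.89). Of 71 genes of rRNA processing, 42 were called (exact p = 2.66e-11), and all 42 annotated transcripts were higher, led by PIN4 (5.54) and TFB2M, a mitochondrial rRNA methyltransferase and transcription factor (5.33). The medians of translation (3.00), mRNA processing (2.70) and rRNA processing (2.52) turn negative when centred on the housekeeping list or scaled to the same FPKM total, and that of oxidation-reduction (3.41) when centred on the housekeeping list. The gene numbers of the authors include genes whose GO annotation was not used here, so the transcripts counted for a term can be fewer than its called genes.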

The top 20 functional GO annotations for the differentially expressed genes detected in our study are shown in Figure 3a.

**Figure 3:**
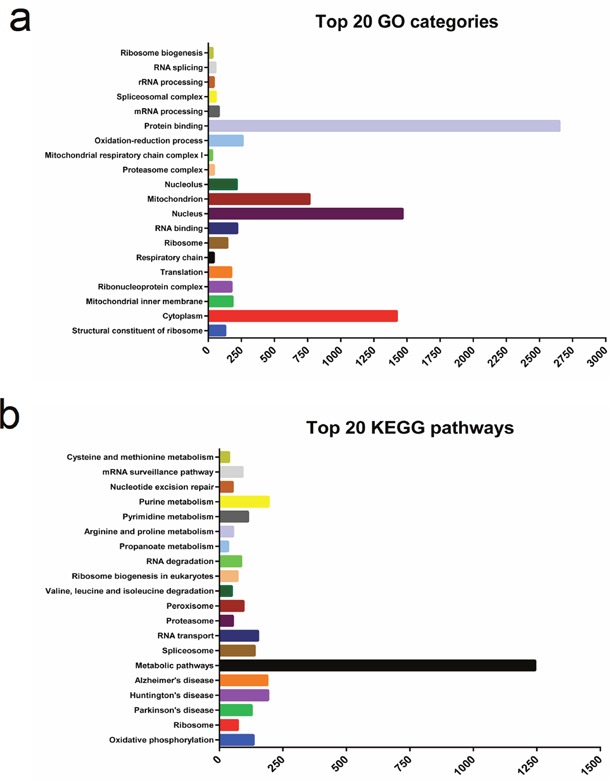
The top 20 Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes pathways (KEGG) of the differentially expressed genes detected in our present study

We used KEGG pathway enrichment analysis to shed additional light on the biological functions and molecular interactions of differentially expressed genes. 

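Called genes of the respiratory chain were all higher in adult muscle. The pathway of oxidative phosphorylation held 93 called genes with 95 transcripts, each of them higher, at a median log2 fold change of 4.94 that stays positive under the 4 scalings. NDUFV2 (7.04) and NDUFA1 (6.73) of complex I and UQCRQ (6.84) of complex III had some of its largest changes. The Ribosome pathway held 58 genes with 60 transcripts, all higher, at a median of 2.27 that turns negative under every scaling apart from that by exonic read shares. Its largest changes included the acidic stalk protein RPLP1 (4.24) and RPL37A (3.85). The pathway of Parkinson's disease held 83 genes, with 83 transcripts higher and 2 lower and a median of 5.07, and 71 of its genes also belong to oxidative phosphorylation. The pathways of Alzheimer's disease (93 genes) and Huntington's disease (108 genes) each share the same number of genes with it. Across 222 pathways, 78 had higher transcripts alone and 3 had at least as many lower as higher, among them ECM-receptor interaction, with 10 transcripts higher, 18 lower and a median of -1.40. These counts are on the unscaled values. Centred on the housekeeping list, the medians of many pathways turn negative, RNA transport and Spliceosome among them, while others stay positive, the citrate cycle among them. The pathway labels come from the authors' deposited table, which gives no background numbers for pathways, so no enrichment was tested.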

We found 224 pathways to be significantly enriched, and the highest level of significance was found for ‘oxidative phosphorylation’ (ko00190) with 95 annotated genes, followed by ‘Ribosome’ (ko03010, 60 genes) and ‘Parkinson's disease’ (ko05012, 85 genes). The top 20 significantly enriched KEGG pathways are shown in Figure 3b. Our results suggest that these pathways may be involved in the development and growth of skeletal muscle.

### Identification of GosB as a candidate gene

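Called genes annotated to muscle processes were mostly higher in adult muscle, as were 90.3% of all called transcripts. Of 10 transcripts annotated to muscle contraction, 9 were higher, with a median log2 fold change of 4.37, among them MYH4, a fast myosin heavy chain (5.75), ACTN2, the Z-disc alpha-actinin (5.64), and CACNA1S, the voltage sensor of excitation-contraction coupling (4.26). With 11 of 28 background genes called, this term had an exact p of 0.0333 in the one-sided hypergeometric test. CMYA5, a costamere protein, was the 1 transcript annotated to the response of skeletal muscle to activity (7.38). CASQ1, the calcium store protein calsequestrin, was the 1 annotated to the regulation of contraction by calcium release (6.87). The development of cardiac muscle tissue held 3 transcripts, among them CSRP3, a muscle LIM protein (4.69). These last 3 terms are not among the 597 listed terms, so no test was made. The KEGG pathway of cardiac muscle contraction had 27 transcripts higher and 3 lower, with a median of 4.27, and its higher genes included the respiratory chain subunits COX5B (5.83) and UQCRC2 (5.63). Vascular smooth muscle contraction had 32 higher and 2 lower, with a median of 2.23 that turns negative under every scaling apart from that by exonic read shares, while those of muscle contraction and cardiac muscle contraction stay positive.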

Based on the analyses of both GO terms and KEGG pathways, several differentially expressed genes were significantly enriched (*P* < 0.0001) in the process of muscle development (GO: 0006936, GO: 0014733, GO: 0014809, GO: 0048738, ko04260, ko04270). According to these results, we randomly selected 16 differentially expressed genes that exhibited highly significantly different expression levels in the two developmental stages of bovine muscle tissue (*COL4A2*, *ACTC1*, *IGF2*, *MAGED1*, *GosB*, *MYF6*, *FABP3*, *TNNT1*, *RPS15A*, *MYOG*, *COX7A1*, *ACTN2*, *PDLIM1*, *MAP2K6*, *CALM*, *HSPB6*; Figure 4a). Moreover, the proliferation and differentiation of myoblasts are fundamental processes of skeletal muscle formation. Hence, we also analyzed genes related to muscle cell proliferation and differentiation, and found 46 genes to exhibit significantly different expression levels when comparing the two developmental stages (Supplementary Table 6). 

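Values for 15 of the 16 genes were found, 11 higher in adult muscle and 4 lower, and no value of TNNT1 was used here. FABP3, a fatty acid carrier, had a log2 fold change of 8.26, PDLIM1, a Z-disc adaptor, had 5.50, MAP2K6, which activates p38, had 5.49, and MYF6, a myogenic transcription factor, had 5.24. The authors' FPKM of MYF6 was 8.58 in the embryo and 325 in the adult. CALM, the calcium sensor calmodulin, is listed with 3 transcripts at 3.62, 4.54 and 4.83, the lowest of which turns negative when centred on the housekeeping list. RPS15A, a ribosomal protein, had 2.83, which turns negative when centred on the housekeeping list or scaled to the same FPKM total. HSPB6, a small heat shock protein, with 2.09, and MYOG, the transcription factor myogenin, with 1.35, turn negative under every scaling apart from that by exonic read shares. MAGED1, a cell death regulator, had -3.89, and COL4A2, a basement membrane collagen, had -1.39. COL4A2 has p = 0.00985 in the authors' deposited table.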

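Of the 46 genes, 43 were among the transcripts analysed here, 37 higher in adult muscle and 6 lower. NUPR1, a stress-induced chromatin protein, had a log2 fold change of 5.15 and KBTBD10, a kelch protein of the M band, had 4.96. The 6 lower genes were IGF2 and the Wnt antagonist SFRP2 (-4.37), the receptor NOTCH1 (-2.81), SOX8 (-2.37), the retinoic acid receptor RARA (-2.10) and OSR1 (-1.68). The median of the 43 genes was 1.86, below that of all called transcripts (2.71). It turns negative under every scaling apart from that by exonic read shares. Of 7 listed myogenic regulators, 5 were higher in adult muscle, among them MEF2A (4.48), and TMEM8C, the membrane protein that lets myoblasts fuse, was lower (-5.56). Their median of 2.203 lies at percentile 13.6 among matched random lists and turns negative under the same scalings. Of 7 listed inhibitors of the cell cycle, 6 were higher, led by GADD45A (4.67), and CDKN1C, an imprinted inhibitor, was lower (-2.41). Their median of 3.28 lies at percentile 74.6 and turns negative when centred on the housekeeping list. In the authors' deposited table, 20 of the 43 genes share p = 5e-05.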

As can be seen Figure 4b, GosB was one of the most significantly differentially expressed genes. 

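GosB, listed under this symbol and as FOSB in its description, encodes a member of the FOS family of transcription factors (ENSBTAG00000008182). It lies on chromosome 18 from 53501345 to 53508597, in coordinates of the bosTau7 genome that the paper names. Its authors' FPKM was 29.0 in the embryo and 849 in the adult, a log2 fold change of 4.87 or 29.3-fold. The authors' deposited table gives p = 5e-05 and q = 0.000327. By adult FPKM it ranks 117 among all called transcripts, and by the absolute log2 fold change it ranks 547 among all and 3 among the genes of Supplementary Table 6 analysed here. Its log2 fold change lies 2.17 above the median of all transcripts. The value stays positive under the 4 scalings, at 17.3-fold after lowering by exonic read shares, 5.62-fold after centring on the ribosomal proteins, 3.08-fold with equal FPKM totals and 2.27-fold after centring on the housekeeping list. Relative to the GAPDH transcript, listed as G3PDH, the log2 fold change of GosB is negative, at -1.92, since G3PDH itself has 6.79.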

To confirm our RNA-Seq results, we performed quantitative real-time PCR (qPCR) to quantify the mRNA concentrations of *GosB*, *MyoG* and *IGFBP3* at the embryonic and adult developmental stages (Figure 4c). We found the expression of GosB to be much higher (~4.7 fold) at the adult stage compared with the embryonic stage. Therefore, we chose GosB, which is known to be involved in cell proliferation, differentiation and apoptosis [13–15], as a candidate gene to further explore its role in cattle muscle development.

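The called immediate-early genes, a class of stimulus-induced genes to which GosB belongs, were mostly higher in adult muscle. Of 37 symbols, 23 are listed, with GosB counted under both its names. Of 22 listed transcripts, 21 were higher, and EGR3, a zinc-finger factor, was lower (-2.35). Their median log2 fold change was 2.33, which turns negative under every scaling apart from that by exonic read shares and lies at percentile 14.55 among matched random lists. ATF3, a stress-induced partner of JUN proteins, had the largest value (5.64, with an authors' FPKM of 1.31 in the embryo and 65.3 in the adult). MAFF (4.37), the antiproliferative BTG2 (4.27) and the nuclear receptor NR4A1 (3.96) remain higher under the 4 scalings. JUNB (3.34), a dimer partner of FOS proteins, turns negative when centred on the housekeeping list, and JUN (1.50) under every scaling apart from that by exonic read shares. From the difference in GosB between the stages and from its known part in proliferation, differentiation and apoptosis, the paper reasons that the gene merits a closer study.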

**Figure 4:**
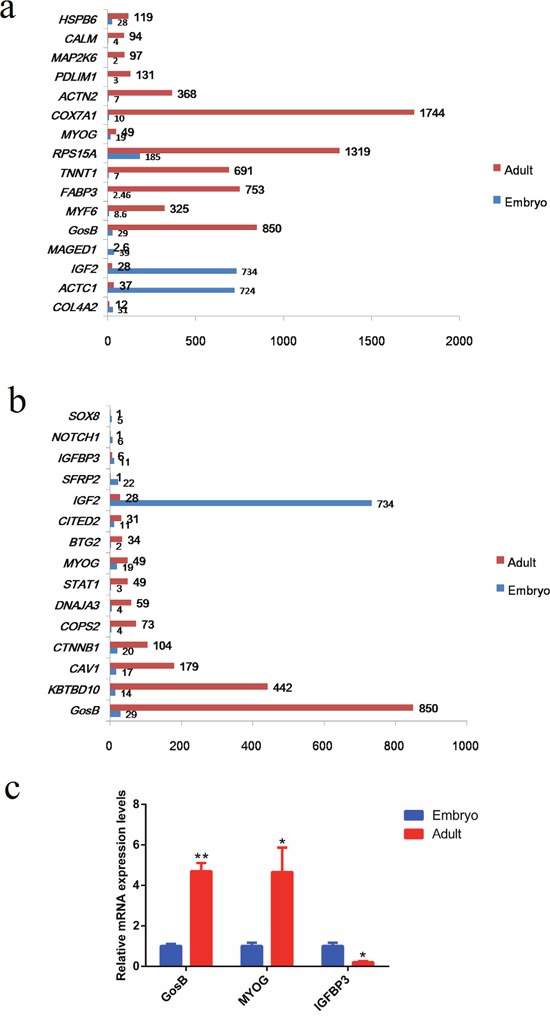
Identification of GosB as a candidate gene to explore its role in mammalian muscle development **(a)** The expression levels of 16 genes exhibited significantly different expression levels during bovine muscle development; **(b)** The expression levels of 16 genes exhibited significantly different expression about cell proliferation and differentiation; **(c)** Validation of different expression levels (mRNA concentrations) of *GosB*, *MyoG* and *IGFBP3* by means of real-time PCR. *P < 0.05; **P < 0.01.

In order to understand the role of GosB in myoblast proliferation and differentiation, the GosB overexpression recombinant adenovirus Ad-GosB and interference recombinant adenovirus Ad-siGosB were constructed. The murine C2C12 myoblast cell line is a useful tool to study the proliferation and differentiation of myoblasts and to explore regulatory pathways [17]. When we investigated the localization of GosB in C2C12 cells, we found GosB to target to the cell nucleus, suggesting that it may act as a transcription factor (Figure 5a). GosB overexpression markedly increased the expression of GosB, and GosB expression was significantly reduced in cells transfected with Ad-siGosB (*P* < 0.01; Figure 5b).

**Figure 5:**
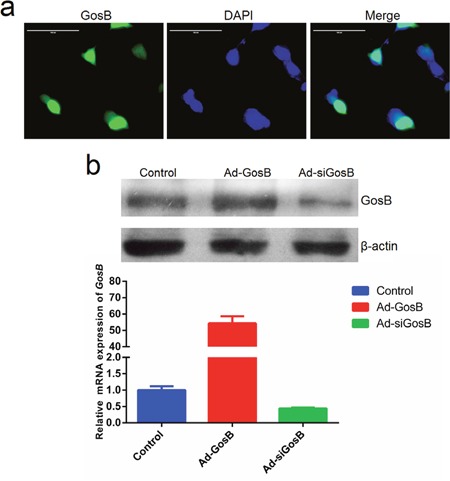
Characterization of GosB in murine C2C12 myoblast **(a)** Sub-cellular localization of GosB in C2C12 cells. Scale bar indicates 100 μm. **(b)** Relative mRNA levels of GosB in C2C12 cells transfected with Ad-GosB or Ad-siGosB for 48h, and representative image of western blot analysis.

### Effects of GosB on myocyte differentiation and proliferation

To establish the involvement of GosB in myoblast differentiation, the expression of GosB was quantified in C2C12 cells and primary bovine myoblasts after differentiation had been induced for 0, 1, 2, 4, and 6 days. We found that *GosB* was down-regulated during myoblasts differentiation (Supplementary Figure 1). We used qPCR on mRNA extracted from cells transfected with Ad-GosB or Ad-siGosB to establish expression patterns of two marker genes of myoblast differentiation, *MyoD* and *MHC*. However, we found that the expression of both genes was not statistically different between treatment groups (*P* > 0.05, Supplementary Figure 1), suggesting that GosB is not directly involved in myoblast differentiation, and may rather regulate muscle cell proliferation to affect muscle development, as a cell survival-enhancing effect was also reported from other cell types [13–16].

To assess the role played by GosB during cell proliferation, we again pretreated C2C12 cells with Ad-GosB or Ad-siGosB. Cell cycle analysis revealed that GosB overexpression led to a higher number of C2C12 cells entering the S-phase, while decreasing the proportion of cells in the G0/G1 phase (Figure 6a, 6b). When GosB expression was knocked down by treatment with Ad-siGosB, the number of C2C12 cells in the G0/G1 phase was higher. We found Ad-siGosB to inhibit cell proliferation while GosB overexpression promoted cell proliferation according to the Cell Counting Kit-8 (CCK-8) and EdU incorporation assays (Figure 6c, 6d). We also found GosB inhibited cell proliferation in primary bovine myoblasts as demonstrated in C2C12 cells (Supplementary Figure 2).

**Figure 6:**
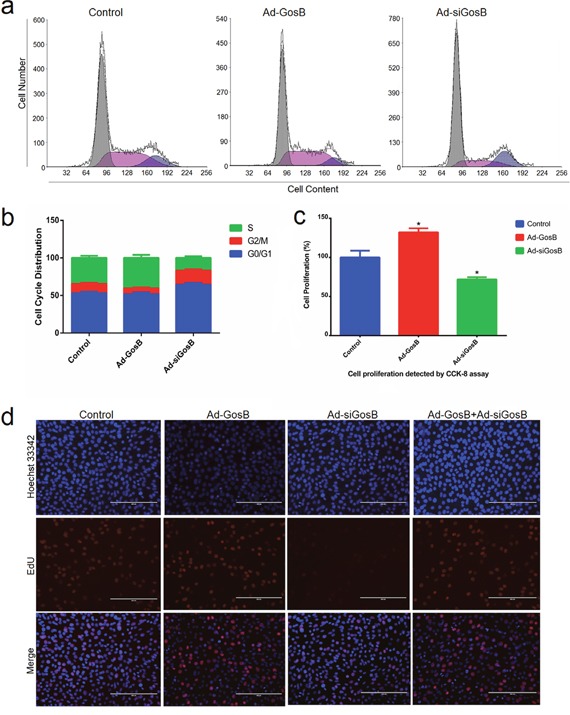
Effects of GosB on aspects of the cell cycle and cell proliferation Murine C2C12 cells were transfected with Ad-GosB or Ad-siGosB for 48 h, and subsequently subjected to cell cycle assay using a flow cytometer and cell proliferation analysis using cell counting kit-8 (CKK-8) and EdU incorporation assays. Scale bar indicates 200 μm. *P < 0.05.

### Effects of GosB on apoptosis of myocytes

FITC-AnnexinV/propidium iodide (PI) and Hoechst 33342/PI staining assays showed Ad-siGosB induced myoblasts apoptosis, while GosB overexpression protected cells from apoptosis (Figure 7 and Supplementary Figure 3). Thus, our results confirm that GosB has a survival-enhancing effect in C2C12 cells. Bcl-2 has been described as an anti-apoptotic protein, and plays important roles in regulating proliferation and apoptosis in myoblasts [18, 19]. We asked whether Bcl-2 is involved in the survival-enhancing effects of GosB in myoblast, and thus quantified the expression of Bcl-2 in C2C12 cells and primary bovine myoblasts pretreated with Ad-GosB or Ad-siGosB using qPCR. We found GosB to promote the expression of *Bcl-2*, and to significantly increase *Bcl-xL* expression while suppressing the expression of *Bax* and *Bad* (Figure 8a and Supplementary Figure 3). We also found GosB overexpression to lead to increase the Bcl-2/Bax and Bcl-xL/Bax ratios (Figure 8b). Moreover, we found GosB to result in increased *CyclinD1* expression and to inhibit the expression of *p53* and *Caspase-3* (Figure 8c). Taken together, these observations suggest that the anti-apoptotic effect of GosB in myoblasts is mediated by the expression of Bcl-2.

**Figure 7:**
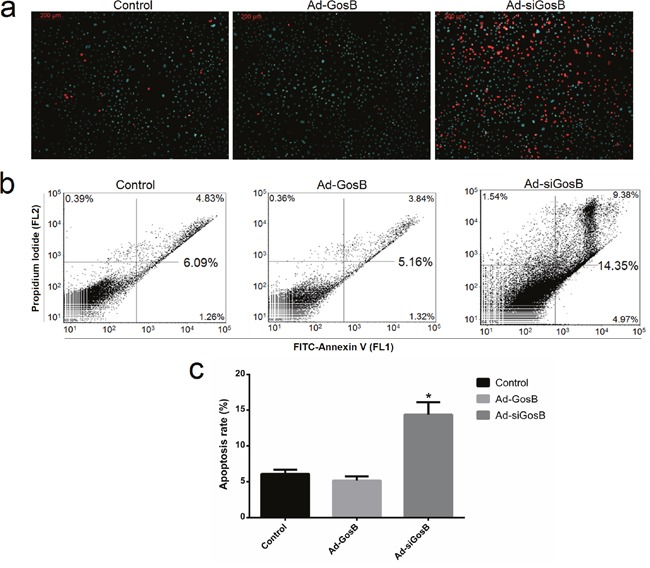
Effects of GosB on cell apoptosis Cell apoptosis was determined by Hoechst 33342/PI dual staining assays **(a)** and Annexin V-FITC/PI binding followed by flow cytometry **(b, c)**. Data are shown as means ± SEM for three individuals. *P < 0.05.

**Figure 8:**
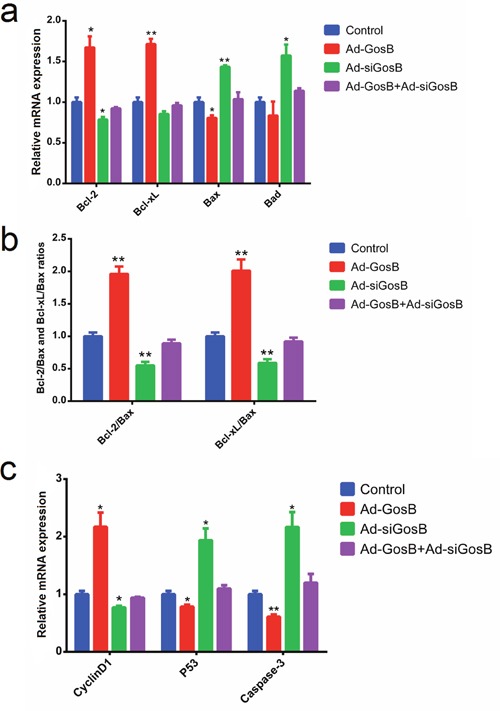
Effects of GosB on the expression of cell survival related genes in murine C2C12 cells C2C12 cells were transfected with Ad-GosB or Ad-siGosB for 48 h, and mRNA levels of *Bcl-2*, *Bcl-xL*, *Bax*, *Bad*, *CyclinD1*, *p53*, *Caspase3* analyzed by means of quantitative real time PCR (qPCR). Bcl-2/Bax and Bcl-xL/Bax ratios are also shown. Data are depicted as means ± SEM for three individuals. *P < 0.05; **P < 0.01.

Activation of intracellular Ca^2+^ triggers cellular dysfunction and cell death [20, 21], while GosB promotes calcium deposition [22, 23]. Thus we examined cytosolic and mitochondrial calcium levels in C2C12 cells after transfection with Ad-GosB or Ad-siGosB for 48 h. GosB was found to regulate cytosolic and mitochondrial Ca^2+^ concentrations in C2C12 cells (Figure 9a-9c). GosB overexpression decreased cytosolic and mitochondrial calcium concentrations. Ad-siGosB led to a transient increase in calcium concentrations, followed by a relatively long lasting calcium surge. Cell apoptosis induced by acute increases in intracellular Ca^2+^ concentration was abolished by GosB overexpression (Figure 9d, 9e). Calcium overload subsequently activated the apoptotic cascade as evidenced by the inhibition of Bcl-2 and activation of Bax (Figure 9f, 9g). These results demonstrate that GosB protects C2C12 cells from apoptosis by a Ca^2+^-sensitive mechanism.

**Figure 9:**
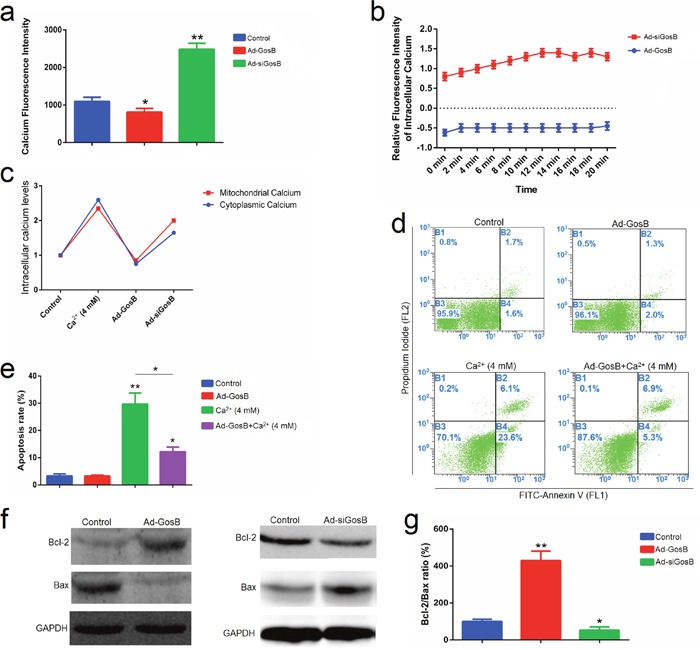
GosB prevents mitochondrial calcium overload and subsequent apoptotic events **(a, b)** Confocal laser scanning microscopic examination of C2C12 cells treated with Rhod-2 AM showing mitochondrial Ca^2+^; **(c)** Cytosolic and mitochondrial calcium modulation was studied using Fluo-3 AM and Rhod-2 AM, respectively, using flow cytometry; **(d, e)**; C2C12 cells were transfected with Ad-GosB for 48 h, and subsequently exposed to 4 mM CaCl_2_ for 24 h. Cell apoptosis was determined by Annexin V-FITC/PI binding followed by flow cytometry; **(f)** Protein levels of Bcl-2 and Bax detected by Western blot analysis; **(g)** Bcl-2/Bax protein ratios. Values are means ± SEM for three individuals. *P < 0.05; **P < 0.01.

## DISCUSSION

Comparative transcriptome analyses of tissues at different developmental stages can provide valuable insights into the question of how regulatory gene networks control specific biological processes and how diseases can arise [24, 25]. High-throughput sequencing has rapidly gained popularity for transcriptome analyses in domestic animals due to its sensitivity in detecting not only transcripts in general, but also mRNA isoforms, and to generate quantitative information on the expression levels of annotated genes [2, 4, 8, 26]. RNA-Seq libraries, polyA-Seq, and Ribo-Zero RNA-Seq are the most commonly employed methods to obtain transcriptomic information [25]. In this study, total RNAs from Qinchuan cattle skeletal muscle at fetal and adult stages were used to construct libraries for Illumina next-generation sequencing using the Ribo-Zero RNA sequencing (RNA-Seq) method. At present, Ribo-Zero RNA-Seq is the most sensitive method to study transcriptomes, particularly for cattle with only incompletely annotated genomes being available [8]. Compared with RNA-Seq and polyA-Seq, Ribo-Zero RNA-Seq can capture poly(A)-transcripts from intact and fragmented RNA, and the method appears to be highly technically reproducible [25, 27]. In cattle, muscle fiber numbers increase during prenatal and very early postnatal development, after which fiber numbers stop to increase, while fiber volume still increases [3, 4]. We assessed gene expression patterns at two different developmental stages to gain insights into the molecular mechanisms involved in mammalian skeletal muscle development [8] and later focused on the role of GosB in myocyte proliferation, differentiation, and apoptosis. GosB has been reported to regulate cell proliferation, differentiation and cell death [14–16]. For example, GosB protects rat embryo cells from apoptosis and thus, leads to increased cell survival. It seems that this effect is mediated by the action of GosB in the mitochondrial apoptotic pathway, which is dependent on Caspase-3 and -9 [16]. Consistent with this, GosB in our study promoted the proliferation of murine C2C12 cells and primary bovine myoblasts according to the CCK-8 and EdU incorporation assays. Furthermore, GosB protected myoblasts from apoptosis and increased Bcl-2 expression and decreased the expression of Bax and *Caspase-3*, suggesting that the survival-enhancing role of GosB in myoblasts is dependent on the expression of Bcl-2.

Calcium is a well-known intracellular messenger that modulates many aspects of cell life [28–30]. Intracellular Ca^2+^ accumulation activates the mitochondrial apoptotic pathway with high levels of Bax and activation of Caspase-3 [31–33]. GosB is known to function as a physiologically important regulator of osteoblast differentiation and increases bone formation and bone mass, leading to osteosclerosis [22, 23]. Therefore, we speculated that GosB may adopt its anti-apoptotic effect through regulating intracellular Ca^2+^ concentrations. This notion was supported by the results that GosB overexpression decreased the mitochondrial Ca^2+^ concentration (i.e., fluorescence intensity) at lower levels. Proteins in the Bcl-2 family play a vital role in controlling intracellular Ca^2+^ signals because of their ability to affect—either directly or indirectly—Ca^2+^ storage in the endoplasmic reticulum by interacting with the inositol 1,4,5-trisphosphate receptor [32, 34]. As an anti-apoptotic gene, Bcl-2 inhibits calcium release from the endoplasmic reticulum and mitochondrial calcium uptake, whereas Bax—a member of the pro-apoptotic Bcl-2 family—induces calcium release from the endoplasmic reticulum as well as mitochondrial Ca^2+^ uptake [31, 32, 35]. In our present study, GosB increased the expression of Bcl-2, inhibited cytosolic and mitochondrial calcium accumulation, and protected C2C12 cells from apoptosis induced by acute increases in intracellular Ca^2+^ concentrations. Therefore, our results suggest that GosB can promote myoblasts survival by regulating the intracellular Ca^2+^ concentration-dependent Bcl-2 expression.

In summary, we analyzed the expression profiles of cattle skeletal muscle tissue samples taken at embryonic and adult developmental stages. A large number of differentially expressed genes were detected when comparing both stages. We further characterized and functionally evaluated a differentially expressed gene, GosB. Our findings demonstrate for the first time that GosB promotes myoblast proliferation and protects the C2C12 cells from apoptosis by regulating intracellular calcium concentrations. Thus, modulation of GosB expression in muscle tissue may emerge as potent tool to control myoblast number in the cattle.

## MATERIALS AND METHODS

### Sample preparation

All Qinchuan cattle received humane care as described in the proclamation No. 5 of the Ministry of Agriculture, P.R. China. All experimental procedures used in this study were approved by the Animal Care and Use Committee of the Northwest A&F University. We collected six musculus longissimus tissue samples of Qinchuan cattle from two developmental states each (3 fetal samples, 90 days after fertilization, and 3 adult samples, 24 months after birth) from a local slaughterhouse in Xi’an, P.R. China. Tissue samples were snap-frozen in liquid nitrogen and stored at –80°C for RNA extraction.

### Library preparation and Illumina sequencing

Total RNA of fetal and adult longissimus muscle was isolated using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer's instructions. We assessed total RNA yield by electrophoresis on a denaturing agarose gel and quantified RNA concentrations using a NanoDrop spectrophotometer (Nano-Drop Technologies, Wilmington, DE, USA) and Agilent 2100 Bioanalyzer. A total of 3 μg RNA per sample was treated with the epicentre Ribo-Zero*™* Kit (Epicentre, Madison, WI, USA) to remove rRNA before constructing the RNA-seq libraries. Afterwards, the RNA samples were fragmented and used to synthesize first- and second-strand complementary DNA (cDNA) with random hexamer primers, dNTPs and DNA Polymerase I according to the manufacturer's manual. The cDNA fragments were cleaned and concentrated using AMPure XP beads (Beckman Coulter, Brea, CA, USA), then the ends were repaired and modified with T4 DNA polymerase and Klenow DNA polymerase to add a single A base and ligate the adapter at the 3′ end of the DNA fragments. The ligated cDNA products were purified with AMPure XP beads and treated with uracil DNA glycosylase (NEB, Ipswich, MA, USA) to remove the second-strand cDNA. Purified first-strand cDNA was enriched with 12 PCR cycles to create the final cDNA library. We checked the quality of the libraries using Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA) and sequenced them using Illumina HiSeq 2500 Technology (LC Sciences, Houston, TX, USA) with a 150 bp paired-end run.

### Analysis of sequence data

From the raw FASTQ files, adapters were removed using Trim Galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and filtered data were aligned to the *Bos taurus* reference genome (bosTau7) from UCSC (http://genome.ucsc.edu/) with TopHat2 (version 2.0.14. Linux_x86_64) [36]. Assembly of linear transcripts and abundance estimations were performed using Cufflinks, which was outsourced to LC-Bio (Hangzhou, China). The assembled transcripts were mapped to the reference annotation using the program Cuffcompare (Cufflinks, v2.2.1) to detect novel genes. Transcript abundances were normalized as the number of uniquely mapped fragments per kilobase of exon per million fragments mapped (FPKM). The raw sequencing dataset supporting the results of this study were deposited at NCBI's Gene Expression Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/). The data are accessible through GEO Series accession number GSE86847 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86847).

### Gene ontology and pathway analysis

We used GO analysis (http://www.geneontology.org) to annotate differentially expressed genes in our genome-wide expression analyses. GO-terms provide information regarding the biological processes of a gene, either a cellular component or metabolic pathway, and highlight the molecular function(s) while reducing complexity. We used the software TM4 (http://www.tm4.org/mev.html) to screen for differentially expressed genes and to conduct cluster analysis. We also performed KEGG (http://www.kegg.jp) pathway analysis to provide insights into molecular interactions and reaction networks in which differentially regulated genes are involved using DAVID (version 6.7, http://david.abcc.ncifcrf.gov). The -log_10_ *p*-value in this analysis denotes significant enrichment of GO-terms and KEGG pathways in the case of differentially up- and down-regulated entities.

### Adenovirus generation

The cDNA of bovine GosB (GenBank ID no. NM_001102248; https://www.ncbi.nlm.nih.gov/nuccore/NM_001102248.1) was cloned from Chinese Qinchuan cattle longissimus muscle using the following primers: sense 5′- TGTGCCCAGGGAAATGTTT-3′ and antisense 5′-GTCTAAAGCTCACAGAGCAAGAAG-3′. The coding sequences of GosB was subcloned into the pAdTrack-CMV plasmid vector between the *Xho*I and *Scal*I (TaKaRa, Dalian, China) restriction sites to construct a recombinant shuttle vector pAdTrack-CMV-GosB. Then this vector was homologously recombined with plasmid pAdEasy-1 to generate adenoviral plasmid in BJ5183 cells. The adenoviral plasmids linearized by *Pac*I (TaKaRa, Dalian, China) was transfected into 293A cells to generate the adenovirus Ad-GosB. For interference recombinant adenoviruses Ad-siGosB, the BlockiT shRNA interference system was used in this experiment. We designed and synthesized one pair of complementary single-strand DNA oligonucleotides (shRNA-GosB: GATCAGCTAGAGGAAGAAA) which targeting GosB mRNA and then oligonucleotides were cloned into shuttle vector pENTR/CMV-GFP/U6. After detection of interference efficiency, we recombined a pENTR/CMV-GFP/U6-GosB and adenovirus backbone vector pAD/PL-DEST, to produce recombinant vector pAD/PL-DEST/CMV-GFP/U6-GosB. The fifth generation recombinant adenovirus particle (Ad-siGosB) was produced and further amplified by transfecting 293A cells. The titer of adenovirus reached 1.58×10^9^ PFU/mL determined by TCID50 assays. The whole process for adenovirus generation and proliferation was carried out as previously described [37, 38]. The myoblasts at about 80% confluence were transfected with adenovirus supernatant with multiplicity of infection (MOI) = 200.

### Cell culture and treatment

We purchased murine C2C12 myoblasts (ATCC number: CRL-1772™); details on cell culture conditions were described previously [39]. Primary bovine myoblasts were isolated and cultured from bovine longissimus muscle as described in a previous study [40]. Myoblasts at the stage of 80% confluence were plated at 5 × 10^5^ cells/well in six-well plates or 1 × 10^4^ cells/well in 96-well plates (NEST, Wuxi, China) and incubated as described previously [40]. After growth to approximately 80% confluence, the cells were treated with: Ad-GosB (MOI = 200), Ad-siGosB (MOI = 200) or Ca^2+^ (4 mM). After incubation, the myoblasts were used for the different assays outlined below. To induce differentiation of myoblasts, the culture medium was changed to high-glucose Dulbecco's modified Eagle's medium (DMEM) with 2% horse serum [40].

### Total RNA extraction and quantitative real-time PCR

To confirm different expression of GosB in our different treatment groups, we used qPCR. Cells were lysed in 1 mL of Trizol reagent (Invitrogen, Carlsbad, CA). Proteins were removed by adding 200 μL of chloroform. Total RNA was precipitated with an equal volume of isopropanol, and the RNA pellet was washed two times with 75% ethanol. cDNA was synthesized using a transcript first-strand cDNA synthesis kit (TaKaRa, Dalian, China). qPCR primers were shown in Supplementary Table 1. Glyceraldehyde phosphate dehydrogenase (*GAPDH*) was used as housekeeping gene. All qPCR measurements were replicated three times in a Bio-Rad master cycler using the SYBR Green PCR Master Mix (Takara, Dalian, China) according to the manufacturer's protocol. We used the 2^−ΔΔCt^ method to analyze relative expression levels of qPCR data.

### Cell cycle assay

To gain insights into the potential effects of GosB on aspects of the cell cycle, we analyzed the different treatment groups using the Cell Cycle Testing Kit (Multisciences, Hangzhou, China). We harvested cells that had been cultivated in six-well plates and centrifuged them at 800 g/min for 5 min. The supernatant was discarded, and the cells were washed once with cold phosphate buffered saline (PBS). We resuspended the cells in 1 mL of kit reagent A and 10 μL of reagent B, followed by vortexing for 10 s and incubation for 30 min at room temperature, after which the cell suspension was used for flow cytometry (FACS Canto™ II, BD BioSciences, USA).

### Cell proliferation assay

We examined cell proliferation using the CCK-8 assay (Multisciences, Hangzhou, China) and EdU incorporation assay (Ribobio, Guangzhou, China). For the CCK-8 assay, the cells were plated into 96-well culture plates at a density of 1 × 10^4^ cells/well in 100 μL of culture medium per well, and each treatment group had six independent replicates. After 48 h of incubation at 37°C, 10 μL of CCK-8 reagent was added to each well and incubated at 37°C for 2 h. The absorbance of each sample at 450 nm wavelength was detected using a microplate reader (Molecular Devices, Sunnyvale, USA). We also assessed cell proliferation using the Cell-Light EdU DNA cell proliferation kit according to the manufacturer's instructions, with three independent replicates per treatment group.

### Measurement of apoptosis using Annexin V-FITC/PI staining assays

After incubation, cells from the different treatment groups were washed with PBS three times, harvested by trypsinization, washed again with PBS and then resuspended in 500 μL 1 × binding buffer. Then cells were incubated for 10 min in the dark at room temperature in the presence of Annexin V-FITC (5 μL) and PI (10 μL, Vazyme, China). Afterwards, cells were analyzed using flow cytometry (see above), and each treatment group had three independent replicates.

### Measurement of apoptosis using Hoechst 33342/PI dual staining assays

Cell apoptosis was also assessed with Hoechst 33342 and PI double staining (Solarbio, Beijing, China). In brief, after transfection with Ad-GosB or Ad-siGosB for 48 h, cells were washed with PBS and subsequently stained with Hoechst 33342 (100 μg/mL) for 15 min at room temperature. Afterwards, cells were washed with PBS twice, and PI (100 μg/mL) was added before cells were incubated for 10 min at room temperature. Presence or absence of a fluorescence signal was observed under a fluorescence microscope (DM5000B, Leica, Germany). Hoechst 33342^−^/PI^−^ cells (viable cells) showed light blue coloration, Hoechst 33342^+^/PI^−^ cells (early apoptotic cells) showed blue fragmentations, Hoechst 33342^−^/PI^+^ cells (late apoptotic cells) had red fragmentations, and PI^+^ cells (necrotic cells) showed signs of decay.

### Western blot analysis

We collected cells from the different treatment groups, pelleted them by centrifugation and lysed them in RIPA buffer. Total protein was prepared and protein concentration determined using the Bradford method. Proteins were then separated by SDS-polyacrylamide gel electrophoresis and subsequently transferred to nitrocellulose membranes, blocked with milk powder solution for 1.5 h at room temperature, followed by overnight incubation with the primary antibody. Anti-GAPDH was purchased from Bioss biotechnology (Bioss, Shanghai, China). Anti-GosB, anti-Bcl-2, anti-β-actin and anti-Bax were purchased from (Abcam, Cambridge, MA). Then the membranes were washed with PBS-tween and incubated for 1.5 h with horseradish peroxidase-conjugated secondary antibodies (Abcam, Cambridge, MA). Protein bands were detected after treatment with SuperSignal West Femto agent of Thermo (Thermo Scientific, Karlsruhe, Germany).

### Measurement of intracellular calcium

Activation of intracellular Ca^2+^ triggers cellular dysfunction and cell death [20, 21], and GosB promotes calcium deposition [22, 23]. Thus we examined the cytosolic and mitochondrial calcium levels in myoblasts transfected with Ad-GosB or Ad-siGosB. Intracellular calcium trafficking of the cytoplasm and mitochondria were detect using Fluo-3 AM and Rhod-2 AM (2μM, Molecular probes, Life Technologies), respectively. Cells were treated as described previously [41, 42], and screened by means of flow cytometry and use of a confocal laser scanning microscope (Leica, Solms, Germany).

### Statistical analyses

Generally, results in our study were expressed as mean ± standard error (SEM) whenever at least three independent runs were conducted per treatment group. The statistical significance of different RNA expression levels was analyzed by means of a one-way analysis of variance (ANOVA), followed by Tukey's post hoc tests using SPSS 19.0 (Chicago, USA). *P* < 0.05 was considered statistically significant and indicated with one asterisk, while two asterisks indicated *P* < 0.01.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

AE: alternative exon ends
AP-1: activator protein 1
AS: alternative splicing
CCK-8: cell counting kit-8
cDNA: complementary DNA
DMEM: Dulbecco's modified Eagle's medium
FPKM: fragments per kilobase of exon per million fragments mapped
GAPDH: glyceraldehyde phosphate dehydrogenase
GO: Gene Ontology
IR: retention of a single intron
KEGG: Kyoto Encyclopedia of Genes and Genomes
MEF2: myocyte enhancer factor 2
MIR: retention of multiple introns
MSKIP: cassette exons
PBS: phosphate buffered saline
PI: propidium iodide
qPCR: quantitative real-time PCR
RNA-Seq: RNA sequencing
SEM: standard error of the means
SKIP: exon skipping
TSS: alternative transcription start site
TTS: alternative transcription termination site
XAE: approximate AE
XIR: approximate IR
XMIR: approximate MIR
XMKIP: approximate MSKIP
XSKIP: approximate SKIP

How the deposited data were processed for this re-analysis (not part of the article)

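RNA-seq data of longissimus muscle from 3 Qinchuan embryos, taken 90 days after fertilization, and 3 adult Qinchuan cattle, taken 24 months after birth, were re-examined. The authors trimmed the reads with Trim Galore, aligned them to the bosTau7 genome with TopHat2 2.0.14, assembled and quantified transcripts with Cufflinks, and compared them with the reference annotation by Cuffcompare of Cufflinks 2.2.1. The paper names DAVID 6.7 for the pathway analysis. In the paper's Table 1, clean reads range from 73229494 to 89035574 in the embryonic and from 64312418 to 105185382 in the adult libraries, and between 61.8% and 64.2% of them map uniquely in the embryo and between 81.4% and 82.3% in the adult.

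The values in FPKM are those of the authors, uniquely mapped fragments scaled to exon length and to the number of mapped fragments, with 1 value per stage for each transcript that they called. The log2 fold changes in the authors' deposited table are log2 of the adult over the embryonic FPKM, and they were recomputed here from the FPKM values. For 3 transcripts, of FLNC, FN1 and VDAC1, the deposited log2 fold change differs from that ratio by over 0.01, and the ratio was used. Each p-value and q-value of a transcript is that of the authors' comparison, copied from the authors' deposited table. The GO tables deposited by the authors give gene numbers for each term, namely the called genes of the term, all called genes, the background genes of the term and all background genes, together with an enrichment p-value. Because the FPKM values have no replicates, no test between the stages was run, no spread between animals was computed, and no p-value was computed for a gene list. The number of fragments behind each FPKM value is unknown, so the precision of single values cannot be given.

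The thresholds of the authors were kept, a p-value under 0.05 and a change of at least 2-fold. The share of transcripts higher in adult muscle has an exact Clopper-Pearson interval at the 95% level, which covers counting error only. GO terms were tested with a one-sided hypergeometric upper tail computed on the log scale from the deposited gene numbers, without regard to expression level. These numbers may count several transcripts of a gene separately. Each list of genes is described by the number of its listed transcripts that were higher or lower and by its median log2 fold change, with the percentile of that median among 10000 random lists of the same size, drawn with seed 1 and matched on mean log2 FPKM in 10 bins. A median was computed for lists with at least 3 transcripts above 0 in both stages, and a transcript listed at 0 in 1 stage has no fold change and enters the counts alone. Listed means that a symbol has a row in the authors' deposited table. Symbols without a row enter neither the counts nor the medians, except where housekeeping symbols are set to 0. Fold changes were also recomputed under 4 scalings: lowered by log2 of the ratio of the exonic read shares that the paper gives (92.2% and 54.5%), centred on the median of the housekeeping list, centred on the median of the cytosolic ribosomal proteins, and with each stage scaled to the same FPKM total over the table. Each scaling lowers every log2 fold change, by 0.76 to 3.69, so that only a positive value can change sign, and lowering by exonic read shares can reverse no called transcript. The other shifts were computed from called transcripts, which were mostly higher, so their size depends on the calling. Other alternatives were the q-value, a 4-fold minimum, no minimum, an FPKM above 2 in the higher stage or in both stages, distinct genes in place of transcripts, pseudocounts of 1 and 0.1, and for GO terms another computation of the tail, recounted genes and the ratio of observed to expected numbers among terms of at least 10 genes.

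The lists, the alternatives and the rule for naming genes were set before the deposited data were examined, apart from those named in the closing section as added later. They were not set before the values printed in the paper could be read. The rule names every gene that the paper names for this comparison, the 10 largest changes in each direction among transcripts with an FPKM above 2 in the higher stage, up to 6 members of each list with the largest change, any member of the lists of apoptosis genes, myogenic regulators and immediate-early genes, and up to 4 members of each GO term or pathway the paper names. The values in the paper's tables, in Figure 4, in Supplementary Table 6 and in the readable first part of Supplementary Table 2 were known when the rule and the lists were written. Several list members, such as CKMT2, PDK4, MYL4, IGF2 and SFRP2, are among the top genes of the paper's tables. The percentiles of lists with such members describe these values and are not independent support. Genes named beside these, such as B2M, CKB and HIST1H3A, were chosen as examples after their values were seen. The 28 lists cover adult and developmental sarcomere proteins, calcium handling, glycolysis, fatty acid oxidation, the citrate cycle, creatine and oxygen buffers, the cell cycle and its inhibitors, myogenic regulators, imprinted genes, collagens and matrix, immediate-early genes, heat shock, apoptosis, wasting, adipocyte, Schwann cell, endothelial, erythroid, leukocyte and cartilage markers, housekeeping genes, cytosolic and mitochondrial ribosomal proteins, the proteasome, histones and non-coding RNAs. The symbol pattern of the non-coding RNAs was narrowed after the data were seen, since it also matched protein-coding genes whose symbols begin like those of spliceosomal RNAs.

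Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The list percentile and the hypergeometric tail were tested on simulated data with known answers. Of 200 simulated lists of 20 transcripts with no change, 186 fell between percentiles 2.5 and 97.5, and all 20 lists raised by 2 on the log2 scale fell above percentile 97.5. The GO annotation of 206 transcripts was not used here. The GO level column was left out because no result needed it. The qPCR, the cell culture experiments, the alternative splicing events and the transcripts that the authors did not call were not analysed here.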

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

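All tests of explanations in this part were chosen after the results they explain had been seen. The bounds in the test on housekeeping genes were set when its values were known. That test replaced one on transcripts outside the reference annotation, which had nothing to measure because the table holds 0 such transcripts.

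Genes among the 10 largest changes in each direction that the paper calls but does not discuss are listed here because they are a signal outside the genes it discusses. FBP2, a gluconeogenic enzyme of muscle, had a log2 fold change of 13.27, UCP3 had 11.68 and SCN4B had 10.38, with q-values of 0.0366, 0.0610 and 0.108 in the authors' deposited table. PEG10 had -8.70, POSTN -5.88 and the locus of bta-mir-433 -5.58, with q-values of 0.0908, 0.0980 and 0.0494 in the authors' deposited table. COL2A1 had -8.32 and HIF3A -5.78, with q-values of 0.00543 and 0.000327 in the authors' deposited table.

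Most called transcripts are higher in adult muscle. The lower exonic read share of the embryonic libraries corresponds to a shift of 0.76, below the median of all transcripts (2.71). After that shift, 84.7% (95% interval 83.4% to 86.0%) of the called transcripts at least 4-fold apart were still higher. These values argue against it as the whole cause of the size of the called changes. They cannot decide the share of directions, since the shift can reverse no called transcript and transcripts not called are absent. Among annotated transcripts outside contractile, mitochondrial and energy genes, 89.7% (88.7% to 90.7%) were higher on the unscaled values. No scaled share was computed for them, so a change limited to those genes stays open while the scale does. Whether a difference in scale that housekeeping genes share accounts for the share higher stays open. After centring on the housekeeping list, 56.25% (54.3% to 58.2%) were higher with the 12 symbols that are not listed set to 0. With these left out, 18.8% were higher. Among the 12 is HPRT, another symbol of the listed gene HPRT1, whose log2 fold change is 4.31. The values of the other unlisted symbols are not in the table used here. The shift with them at 0 (2.61) lies close to the median of all transcripts (2.71), so that a split near even follows from the centring. Whether such a scale comes from the libraries, from the normalization or from the RNA content of the tissue was not tested. A difference between embryonic and adult muscle itself stays open and untested, and the lists of adult sarcomere and energy genes stay positive under each scaling.

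Most called immediate-early genes, GosB among them, are higher in adult muscle. Their median lies at percentile 14.55 of matched random lists, so the class as a whole is consistent with the general shift of the table. Whether a difference in scaling accounts for the GosB fold change stays open: each scaling lowers all genes by a constant, the smallest log2 value of GosB over the 4 scalings was 1.18, and relative to G3PDH, whose own log2 fold change is 6.79, it was -1.92. No spread between animals is known for these values. How the tissues were handled before freezing and how stage itself acts on GosB were not tested and stay open.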

How the results depend on the processing

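Leaving out the transcripts listed at 0, centring the lists on the ribosomal proteins, scaling single genes, setting the unlisted housekeeping symbols to 0 and taking GosB relative to G3PDH were added after the data were seen; all other alternatives were set before the data were examined. No paired analysis was possible because the animals of the stages are not matched and the columns hold 1 value per stage. For the same reason, leave-one-out and the replicate number as a block were not run. The values without a threshold carry no error, and the depth behind each FPKM is unknown. The causes of the changes given here were not tested.

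The number of called transcripts was 2251 (2140 higher, 111 lower, 95.1% higher) with an FPKM above 2 in both stages, since fewer transcripts enter. It was 3251 (611 higher, 2640 lower, 18.8% higher) when centred on the housekeeping list and 2559 (1698 higher, 861 lower, 66.4%) when centred on the cytosolic ribosomal proteins. With equal FPKM totals it was 2893 (881 higher, 2012 lower, 30.5%), so the direction of the majority reversed under the housekeeping and FPKM-total scalings. These shifts were computed from called transcripts alone, which were mostly higher, so a large downward shift follows in part from the calling. The reversals therefore do not test the normalization of all transcripts. The reversal under the housekeeping scaling depends on leaving out the 12 housekeeping symbols that are not listed: with these at 0, the number was 2560 (1440 higher, 1120 lower, 56.25% higher), and the majority did not reverse. The number lower in adult muscle was 291 at a 4-fold minimum and 291 with a pseudocount of 1, and 307 with an FPKM above 2 in the higher stage. The share higher in adult muscle was 91.1% with the q-value, 92.7% at 4-fold, 93.5% with an FPKM above 2 in the higher stage, 93.6% with a pseudocount of 1 and 88.7% after lowering by exonic read shares. Without a minimum fold, with distinct genes, with a pseudocount of 0.1 and without transcripts listed at 0, the counts stayed within 1.5 times and the share within its interval.

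The GosB log2 fold change was 4.83 with a pseudocount of 1, 4.11 after lowering by exonic read shares, 2.49 centred on the ribosomal proteins, 1.62 with equal FPKM totals and 1.18 centred on the housekeeping list (2.26 with the unlisted symbols at 0), and it stayed positive under these. Relative to G3PDH it was -1.92, a reversal. By the ratio of observed to expected numbers, the leading GO terms fall to rank 34 (RNA binding), 30 (mitochondrion) and 29 (translation). The named KEGG pathways kept their gene numbers within 1.5 times. Of 26 lists with a median, 19 medians were positive, 9 when centred on the housekeeping list, 12 with equal FPKM totals and 13 when centred on the ribosomal proteins. Each scaling lowers every value, so a negative median or a gene lower in adult muscle could not reverse, and the exonic shift of 0.76 is below the 2-fold minimum of the called transcripts, so it could reverse no single gene. With a pseudocount of 1, the medians that moved by more than 1.5 times were those of the cell cycle (-1.76 to -0.66), collagens and matrix (-3.43 to -2.26), Schwann cell (-4.12 to -1.97), cartilage (-3.89 to -2.20), adipocyte (3.61 to 2.03) and leukocyte markers (1.73 to 0.82).

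Centred on the housekeeping list, the medians that reversed were those of cell cycle inhibitors (-0.41), myogenic regulators (-1.49), immediate-early genes (-1.36), heat shock genes (-0.56), adipocyte (-0.084), endothelial (-1.83) and leukocyte markers (-1.96), cytosolic ribosomal proteins (-1.31) and non-coding RNAs (-1.31). With equal FPKM totals they were those of myogenic regulators (-1.05), immediate-early genes (-0.92), heat shock genes (-0.12), endothelial (-1.39) and leukocyte markers (-1.52), ribosomal proteins (-0.87) and non-coding RNAs (-0.87). Centred on the ribosomal proteins they were those of myogenic regulators (-0.18), immediate-early genes (-0.049), endothelial (-0.52) and leukocyte markers (-0.65) and non-coding RNAs (-0.0030).

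Of 107 single genes followed beside GosB, 74 were higher and 33 lower. Each gene was represented by its transcript with the highest FPKM. Other transcripts of a gene can differ, such as the CALM transcript at 3.62, which turns negative when centred on the housekeeping list. Centred on the housekeeping list, 9 reversed: 7SK (-1.51), BCL2 (-0.74), BCL2L1 (-1.37), HSPB6 (-1.60), JUN (-2.19), JUNB (-0.35), MYOG (-2.34), Metazoa_SRP (-1.54), RPS15A (-0.86). With equal FPKM totals, 8 reversed: 7SK (-1.07), BCL2 (-0.30), BCL2L1 (-0.94), HSPB6 (-1.16), JUN (-1.75), MYOG (-1.90), Metazoa_SRP (-1.10), RPS15A (-0.42). Centred on the ribosomal proteins, 6 reversed: 7SK (-0.20), BCL2L1 (-0.066), HSPB6 (-0.29), JUN (-0.88), MYOG (-1.03), Metazoa_SRP (-0.23).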

Differences from the paper's values

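For GosB, the paper's qPCR value is a 4.7-fold increase at the adult stage, and the value here from the authors' FPKM is 29.3-fold. Of the alternatives set before the data were examined, centring on the cytosolic ribosomal proteins gives 5.62-fold, within 1.5 times the paper's value. The others stay outside it: both pseudocounts, the deposited fold change column, the exonic read shares (17.3-fold), equal FPKM totals (3.08-fold) and the housekeeping list (2.27-fold). Setting the unlisted housekeeping symbols to 0, chosen after the values were seen, gives 4.81-fold, within 1.5 times the paper's value, and leaves 2560 of the 5288 called transcripts at least 2-fold apart. The scales are unlike, since the paper's qPCR methods name GAPDH as the reference and the FPKM values are not relative to a gene. Relative to GAPDH, listed as G3PDH, the log2 fold change of GosB here is -1.92 (0.265-fold), the opposite direction, and this setting was also chosen after the values were seen.

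In Fig. 3b, read by eye on an axis that has no label, so that the bars need not count genes, the bar of oxidative phosphorylation stands at about 140, that of Parkinson's disease at about 130, that of Huntington's disease at about 200 and that of metabolic pathways at about 1200. The values here are 93, 83, 108 and 439 called genes. For oxidative phosphorylation, counting transcripts in place of genes gives 95, within 1.5 times the figure's value, and the q-value and the 2-fold minimum do not. For Parkinson's disease none of these alternatives does, and for the last pair of pathways no alternative was set. The paper's text gives 95 genes for oxidative phosphorylation and 85 for Parkinson's disease, which the number of transcripts here matches (95 and 85).

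The paper's number of 4766 higher and 482 lower transcripts is 4776 and 512 here; leaving out the transcripts listed at 0, chosen after the values were seen, gives the paper's numbers and drops 40 called transcripts. The paper reports 224 KEGG pathways, and 222 are found here. Of the paper's 46 genes of proliferation and differentiation, 43 were among the transcripts analysed here; from the FPKM values in the paper's Supplementary Table 6, the other 3 have log2 fold changes of 0.95 (FGF2), 0.61 (GJA1) and -0.96 (IGFBP3). That table gives the adult FPKM of GosB as 850, and the deposited value is 849.

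The paper names CKMT2 as the most up-regulated and MYL4 as the most down-regulated unigene. Here FBP2 (13.27) exceeds CKMT2 (12.37), and PEG10 (-8.70), MYHC-EMBRYONIC (-8.48) and COL2A1 (-8.32) fall further than MYL4 (-7.80). Among the transcripts with p = 5e-05 in the authors' deposited table, CKMT2 and MYL4 lead. Of the other genes that are among the 10 largest here, UCP3, SCN4B, POSTN, HIF3A and bta-mir-433 are not discussed in the paper, and of these HIF3A has p = 5e-05 in the authors' deposited table.

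The paper ranks the structural constituent of the ribosome and the cytoplasm first in their GO categories. On the log scale, RNA binding (exact p = 7.53e-24) precedes the structural constituent of the ribosome (exact p = 1.45e-21), and the mitochondrion (exact p = 6.10e-120) precedes the cytoplasm (exact p = 3.80e-53). With the tail computed as 1 minus the cumulative probability, several leading terms tie at 0, and the paper's leading terms are among them. Translation, which the paper lists under cellular component, is the leading term of biological process here. The paper gives the GO terms of muscle development a p-value far below that of muscle contraction here (exact p = 0.0333), and the other 3 of these terms are not among the listed terms.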

Other observations

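Listed transcripts of the mitochondrial ribosome and of the proteasome were higher in adult muscle. All 65 listed mitochondrial ribosomal proteins were higher, with a median log2 fold change of 3.83 (percentile 100 among matched random lists). All 40 proteasome transcripts were higher, with a median of 3.91 (percentile 99.3). Neither median changes sign under the 4 scalings, but centred on the housekeeping list they fall to 0.14 and 0.22. Of 8 symbols of muscle wasting, 4 are listed, and all 4 were higher (median 4.77, percentile 98.9, positive under each scaling), led by the ubiquitin ligases TRIM63 (7.76) and FBXO32 (6.07). All 18 heat shock and unfolded protein response genes were higher, led by CRYAB, the small heat shock protein of the sarcomere (6.01), and the stress regulator ATF4 (5.95), with a median of 3.13 that lies at percentile 42.45 and turns negative when centred on the housekeeping list or with equal FPKM totals. Of the non-coding RNAs, 14 of 16 transcripts were higher, with a median of 2.38 (percentile 4.875) that turns negative under every scaling apart from that by exonic read shares. The list of housekeeping genes lies at percentile 86.7 and that of cytosolic ribosomal proteins at percentile 0, below nearly all matched lists.

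Most listed adipocyte, endothelial and leukocyte markers were higher in adult muscle. Not all symbols of these lists have a row: 6 of 15, 8 of 16 and 5 of 16. Of 6 adipocyte markers, 5 were higher (median 3.61, or 2.03 with a pseudocount of 1, percentile 96.7, negative when centred on the housekeeping list), among them the triglyceride enzyme DGAT2 (5.31) and the adipocyte hormone ADIPOQ (4.74). Of 8 endothelial and pericyte markers, 7 were higher (median 1.86, percentile 4.45), led by the pericyte gene RGS5 (7.26), and all 5 leukocyte markers were higher (median 1.73, or 0.82 with a pseudocount of 1, percentile 18.8), both medians turning negative under every scaling apart from that by exonic read shares. No erythroid marker was listed. Of the 7 genes that the paper measured for apoptosis and proliferation in cells, 2 were listed, BCL2 (2.95) and BCL2L1 (2.32), and BCL2 turns negative when centred on the housekeeping list or with equal FPKM totals and BCL2L1 also when centred on the ribosomal proteins. Of 28 lists, 26 had a median.

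GAPDH, the housekeeping gene of the paper's qPCR, is listed as G3PDH, with an authors' FPKM of 156 in the embryo and 17281 in the adult, a log2 fold change of 6.79. Relative to it, the log2 fold change of GosB is -1.92 and that of MYOG is -5.44. The cell culture part of the paper has other samples, and no qPCR value was computed here.

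The test in this paragraph was chosen after its result was seen. The order of the GO terms by p-value differs between the deposited p-values and the log-scale upper tail. Of 597 terms, 7 have a deposited p-value over 1% away from the log-scale tail, and 100% of these are 0 or whole multiples of 2.22e-16, the step of double-precision numbers near 1. Such values are what rounding of 1 minus a cumulative probability in double precision would give, but for these 7 terms alone. The mitochondrial inner membrane and translation are not among the 7. Their deposited p-values, also below that step, therefore lie within 1% of the log-scale tail, and such rounding could not have given them. No biological explanation was tested.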
